A study of Mus musculus with 8 samples. Its data were reported in "Evidence for Overlapping and Distinct Biological Activities and Transcriptional Targets Triggered by Fibroblast Growth Factor Receptor 2b Signaling between Mid- and Early Pseudoglandular Stages of Mouse Lung Development" (2020).

How the data were processed

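Gene expression was measured on one-colour microarrays in the lungs of mouse embryos at day 14.5 of gestation (E14.5). Pregnant females had been given a single intraperitoneal dose of doxycycline, 0.0015 mg per g of body weight, 9 h before the lungs were taken. Total RNA of the left lobe was amplified, labelled with Cy3 and hybridized to an Agilent mouse array. The array titles gave 4 experimental and 4 control samples, numbered 1 to 4 in each group, and both the group and the number were taken from those titles alone. According to the study, experimental embryos carried a ubiquitous reverse tetracycline transactivator together with a doxycycline-inducible soluble Fgfr2b, a secreted receptor ectodomain that binds the ligands of Fgfr2b and keeps them from the receptor, whereas controls were littermates lacking the soluble receptor. The arrays were taken as separate lungs, since the protocol describes 1 left lobe per sample. Which litter or day a lung came from was not given in the sources used here, so the p-values measure the spread between these 8 samples.

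The authors scanned the arrays, extracted spot signals with Mapix 6.5.0 and processed them in R 3.3.2 with limma 3.30.13. Background was corrected by normexp on the negative control spots with an offset of 1, and the logged signals were quantile-normalized between arrays. The deposited values are these normalized log2 signals, with 62976 spots per array, control spots included, and with neither replicate spots nor probes of a gene averaged. Base 2 is not stated and was read from the values, whose highest lay just under 16, the ceiling of a 16-bit scanner on that scale. Values were not centred per gene, and the median of each array was 4.43. Scanner output was not used here, so detection above background could not be called per spot, and signals near the lowest value of 2.00 and near the highest value of 16.00 are compressed. A total of 2 spots lacked a value on 1 array each and were left out. All 8 value columns were used, and no 2 arrays held identical values.

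Spots were named through the platform annotation, which gave 1 gene symbol for 43941 spots, several for 0 and none for 19035. Symbols were updated through unversioned transcript accessions of the mouse RefSeq gene table (GRCm38.p6, used for names only). The accession matched for 33708 named spots and 1424 symbols changed. Of the 24583 genes, 13614 had 1 spot and 10969 had several, up to 30. Replicate spots could not be told from different probes of a gene, so replicate spots were not averaged first, and each gene was represented by its spot with the highest mean over the 8 arrays, after the study's rule of using the brightest probe.

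Differences were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, unpaired and two-sided as in the study, over 24583 genes with no filter on dim genes. They are given as experimental minus control on the log2 scale with standard error (SE) or 95% confidence interval, and with p-values adjusted by Benjamini-Hochberg. An adjusted p under 0.05 counted as passing. The 43 gene lists (1007 entries, 974 of them measured), the rule for naming genes and the repeats described last, other than those marked as chosen later, were fixed before the data were examined. The 42 lists with at least 5 measured genes were tested with geneSetTest on the ranks of limma's moderated statistic, the study's set test, and beside it with camera (preset correlation 0.01 and estimated correlation) and fry. The list of sex-linked transcripts had 4 measured genes and was not tested. For 4 epithelial lists, a score per array was taken as the mean log2 signal of the list minus that of the pan-epithelial list, and compared by a two-sided exact permutation test over all 70 assignments, whose smallest possible p is 0.0286.

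The rule for naming genes took a panel of 34 genes of the Fgf, Hedgehog, Wnt and Bmp pathways, of epithelial cell types and of the cell cycle, named whatever their values. It took up to 12 genes with the largest rise and 12 with the largest fall among those with an adjusted p under 0.05, a mean above the median of all genes and no overlap between the groups, and 0 genes met these conditions. It also took up to 4 members with the smallest p in each gene list that is described. Genes named outside this rule are said to be so where they appear.

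Arrays of the same replicate number varied together. The deviations of same-numbered arrays from their group means correlated across genes at 0.109, 0.146, 0.124 and 0.117 for numbers 1 to 4, all above 0.1, the limit used, and each of the 8 arrays correlated best with the array of its own number in the other group. Same-numbered arrays also shared their levels of Etv5 and of the sex-linked Xist, so these correlations do not show a pairing by litter or day. The fit with the replicate number as a block was an alternative to the unpaired fit.

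The fits were tested on simulated data made for 24583 genes with the means and residual spread of these arrays. Of 100 genes changed by 1 log2 unit the unpaired fit called 52, and of 100 changed by 2 units it called 88, with 8 false calls in all. With the replicate block the numbers were 33, 77 and 3. These rates are for genes drawn at random. They do not hold for genes that step with the replicate number, whose unpaired SE was larger (0.98 for Etv5 and 0.70 for Sox9). The test of the replicate number called 131 of 200 simulated genes with 8 false calls, and the list test called the 1 shifted list and 0 of 40 unchanged lists. Simulated genes varied independently, whereas genes of the tested lists had estimated correlations up to 0.96. The simulation therefore does not show how often the list test calls such lists falsely.

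The analyses were repeated with the mean of all probes, every probe on its own, filters that left out the dimmest 30% of genes or those below the median, a repeated quantile normalization, centring on the median or the 75th percentile of each array, eBayes with trend and robust settings, array weights, the methods' t-test (unmoderated, named by the study for measurements other than the arrays), an unadjusted threshold, a 1.5-fold minimum, the replicate block, Xist as a covariate, other set tests, medians in the scores, and leaving out each array in turn. Chosen after the data were seen were a moderated F test of the replicate number (4 numbers of 2 arrays), the comparison of each list's median F with 10000 random lists drawn from 20 bins of brightness, the omission of both arrays of a number, and 4 marker lists of other tissues (stratified squamous epithelium, hepatocytes, skeletal muscle, gut and pancreas epithelium). Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.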

Results

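The data comprised 8 arrays of E14.5 mouse lung, 4 labelled experimental (soluble Fgfr2b induced for 9 h) and 4 labelled control. Because the authors quantile-normalized the signals, the arrays shared 1 distribution, with a median log2 signal of 4.43 on each. Over 24583 genes, pairs of arrays correlated at r = 0.986 to 0.992 across genes, which are not independent replicates. The number of arrays limits the precision of every comparison.

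The design asks which genes respond within 9 h when the ligands of Fgfr2b are captured in the developing lung. The first genes to examine are therefore direct targets of Fgf signaling, which also bear on the labels. Etv5, an Ets transcription factor induced by Fgf10 in the distal epithelium, had a log2 signal of 10.42, 10.43, 13.11 and 13.26 in the arrays labelled experimental 1 to 4, and of 10.09, 10.57, 13.18 and 13.26 in those labelled control 1 to 4. Its difference between the labelled groups was 0.03 (95% confidence interval −2.22 to 2.28). With the replicate number as a block, which takes up every difference between numbers, the interval was −0.27 to 0.33. The related factor Etv4 had 6.92, 7.49, 9.39 and 9.34 in experimental 1 to 4 and 7.61, 7.97, 9.37 and 9.39 in control 1 to 4, a difference of −0.30 (interval −1.83 to 1.23, or −0.70 to 0.10 with the block). The fall that the study describes for these genes was thus absent for Etv5 between the labelled groups and neither large nor past a test for Etv4, and the values went with the replicate number. For this reason the samples are called arrays labelled experimental or control throughout, and every signed difference below rests on those labels. Fgfr2 itself does not check the labels, because the place of its spots relative to the soluble part was not given. It had a mean of 7.76 ± 0.19 in the arrays labelled experimental and of 7.55 ± 0.40 in those labelled control.

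**Figure D1:**
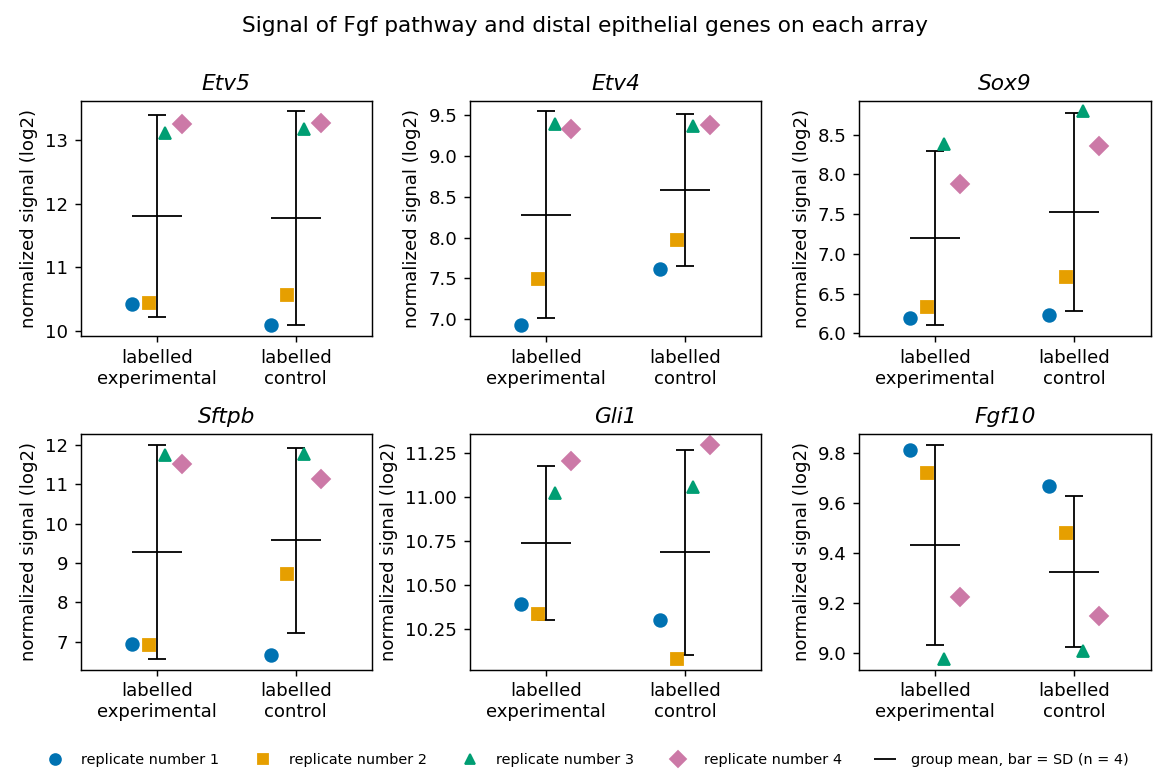
Normalized log2 signal (vertical axes) of Etv5, Etv4, Sox9, Sftpb, Gli1 and Fgf10 on each array, by labelled group (horizontal axes). Each symbol is 1 array and marks its replicate number, lines and bars are the group mean and SD (n = 4), and Etv5 lay at 10.42 and 10.43 in experimental 1 and 2 and at 10.09 and 10.57 in control 1 and 2, against 13.11 to 13.26 in the remaining arrays.

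Of the feedback regulators of Fgf and MAPK signaling, Spry2 differed by −0.22 ± 0.36 (SE), Spry4 by 0.12 ± 0.18 and Dusp6 by 0.04 ± 0.21 between the labelled groups. Among the 18 measured genes of the list of Fgf and MAPK feedback targets, 10 were higher and 8 lower in sign and 0 passed, over all genes or adjusted over the list alone. The members with the smallest p were Egr1 (0.36 ± 0.18), Dusp5 (−0.29 ± 0.30), Spred1 (−0.14 ± 0.19) and Phlda1 (0.07 ± 0.10). As a whole the list did not differ (geneSetTest, adjusted p = 0.993). Its mean per array was 7.31, 7.53, 8.04 and 8.14 in experimental 1 to 4 and 7.41, 7.50, 8.07 and 8.10 in control 1 to 4.

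Genes that carry signals between epithelium and mesenchyme gave a similar picture. Shh, the epithelial Hedgehog ligand, differed by 0.18 (interval −0.30 to 0.66), its receptor Ptch1 by −0.10 (−0.80 to 0.61), the mesenchymal effector Gli1 by 0.05 (−0.68 to 0.79) and the Hedgehog antagonist Hhip by 0.04 (−0.19 to 0.27). For Fgf10, the mesenchymal ligand of Fgfr2b, the difference was 0.11 (−0.41 to 0.63), and for Fgf7 it was −0.12 (−0.44 to 0.20). The epithelial Wnt ligands Wnt7a and Wnt7b differed by 0.12 ± 0.38 and 0.08 ± 0.56 (SE), and Bmp4 by −0.01 ± 0.20. Within one group, Gli1 was 10.40 and 10.34 in experimental 1 and 2 and 11.02 and 11.20 in experimental 3 and 4, and control 1 to 4 had 10.30, 10.08, 11.06 and 11.30. Fgf10 ran the other way, with 9.81, 9.72, 8.98 and 9.23 in experimental 1 to 4 and 9.67, 9.48, 9.01 and 9.15 in control 1 to 4. None of the lists of Hedgehog (adjusted p = 0.993), Wnt (0.993), Bmp and Tgfb (0.606), Notch (0.993) or retinoic acid (0.993) genes passed the set test. In the Hippo and Yap list the set test gave an adjusted p of 0.993, and Ankrd1, a Yap target that is also abundant in cardiac muscle, passed adjusted over the list alone (−0.87 ± 0.20, adjusted p = 0.0288) but not over all genes, at a mean log2 signal of 4.54.

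No gene of the distal epithelium passed between the labelled groups. Sox9, a transcription factor of the distal tips, had means of 7.20 ± 1.10 and 7.53 ± 1.24 (SD, n = 4) in experimental and control, and the difference was −0.33 (interval −1.94 to 1.28). With the replicate number as a block, Sox9 and Cdkn1a were the panel genes whose interval excluded 0 (−0.62 to −0.04 and −0.82 to −0.13, adjusted p = 0.999 each), and Sox9 was lower in the array labelled experimental within each number (by 0.04, 0.38, 0.41 and 0.48). Id2 differed by 0.15 (−1.22 to 1.52). Among surfactant and lamellar body genes of alveolar type 2 (AT2) cells, Sftpc differed by −0.26 (−1.39 to 0.86), Sftpb by −0.29 (−3.77 to 3.19) and Abca3 by 0.16 (SE 0.63). Sftpb was the most spread, at 6.94, 6.91, 11.75 and 11.53 in experimental 1 to 4 and 6.66, 8.72, 11.77 and 11.15 in control 1 to 4. Sftpc lay at 15.98 to 15.99 in the arrays numbered 3 and 4 of both groups, close to the scanner's ceiling, so its differences there are only bounds. The alveolar type 1 (AT1) genes Hopx, Pdpn and Aqp5 differed by 0.22 ± 0.18, −0.10 ± 0.53 and −0.44 ± 0.33 (SE). None of these genes passed (smallest adjusted p over all genes 0.896).

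Relative to the pan-epithelial list, which was level between the labelled groups (9.48 ± 0.11 in experimental and 9.47 ± 0.16 in control, SD, n = 4), the AT2 score differed by −0.01 (exact permutation test, p = 0.914), the AT1 score by 0.04 (exact p = 0.486) and the distal tip score by 0.03 (exact p = 0.600). The airway score differed by −0.33 (exact p = 0.314), or by −0.05 without the array control 1. Adjusted over the 4 scores the p-values were at least 0.800. Of the general epithelial genes, Epcam differed by 0.09 ± 0.15, Cdh1 by 0.16 ± 0.15 and Nkx2-1 by 0.11 ± 0.28 (SE), and of the airway genes Sox2 by −0.19 ± 0.18, Scgb1a1 by −0.29 ± 0.52 and Foxj1 by −0.22 ± 0.23.

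The study follows proliferation at this stage, which makes the cell cycle the next group. Cdkn1a, which encodes the Cdk inhibitor p21, was lower in the arrays labelled experimental (−0.47, interval −0.88 to −0.06) but did not pass the adjustment, with 6.04, 6.17, 5.83 and 5.99 in experimental 1 to 4 and 6.46, 6.97, 6.35 and 6.14 in control 1 to 4. Myc differed by 0.10 (−0.42 to 0.62), Ccnd1 by −0.01 (−0.62 to 0.61), the growth inhibitor Gadd45b by −0.19 (−0.77 to 0.38, or −0.41 to 0.02 with the block) and the proliferation marker Mki67 by 0.08 (−0.14 to 0.30). Within each replicate number Cdkn1a and Gadd45b were lower and Mki67 higher in the array labelled experimental, while Myc and Ccnd1 had both signs, and none passed. Of 42 DNA replication genes 27 were lower and 15 higher in sign (adjusted p = 0.105), of 24 G1 to S regulators 9 and 15 (0.749), and of 31 mitosis genes 10 and 21 (0.169). Of 55 ribosome biogenesis genes 30 were lower and 25 higher (adjusted p = 0.350). The replication and ribosome biogenesis lists passed, lower, when experimental 3, experimental 4, control 1 or control 2 was left out, and did not without any other array. These calls treat the genes as independent, and with the correlation estimated over all 8 arrays (0.48 and 0.56) both lists had an adjusted p = 0.990 in camera. In each of these lists 0 members passed. Orc1 (−0.27 ± 0.19), Rbl2 (0.33 ± 0.17), Prc1 (0.17 ± 0.10) and Mphosph10 (−0.42 ± 0.16) had the smallest p in them.

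Over all genes, 0 of 24583 had an adjusted p under 0.05 by limma, and also 0 by the methods' t-test (unmoderated, which the study names for its other measurements) and 0 in limma with the replicate block. At an unadjusted p under 0.05 limma gave 876 genes, 414 higher and 462 lower in the arrays labelled experimental, where 1229.2 would be expected with no difference at all, the methods' t-test gave 788 and the blocked fit 1182. The 2 labelled groups did not overlap in 466 genes, 1.90% of those tested, against 2.86% by chance. Of the 100 genes with the smallest p, 54 were lower and 46 higher, and 88 had a mean signal below the median of all genes, 5.79.

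Of the 42 gene lists tested with geneSetTest, 3 passed, and each lay lower in the arrays labelled experimental. Camera with the preset correlation called the same 3, but with the correlation estimated from these data each had an adjusted p = 0.990, and fry called 0. Cardiac muscle genes had the largest shift, with 11 of 15 members lower and a median of −0.44 (adjusted p = 0.0212). The cardiac sarcomere genes Myh6 (−0.52 ± 0.11), Myl7 (−0.46 ± 0.11), Tnnt2 (−0.54 ± 0.14) and Myl4 (−0.50 ± 0.14) passed adjusted over the list alone (adjusted p = 0.0197 to 0.0267) but not over all genes. The cardiac call was lost without the array control 3 (adjusted p = 0.0706). In the cholesterol and fatty acid synthesis list 18 of 25 members were lower, with a median of −0.10 (adjusted p = 0.0136), among them Lss (−0.25 ± 0.10), Msmo1 (−0.32 ± 0.14), Idi1 (−0.24 ± 0.13) and Sc5d (−0.30 ± 0.18), enzymes of sterol synthesis, none of which passed alone. That call was lost without the array control 2 (adjusted p = 0.554) and with the mean of all probes of a gene (adjusted p = 0.104).

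In the airway secretory and basal epithelium list 14 of 17 members were lower, with a median of −0.29 (adjusted p = 0.0136). The smallest p belonged to the basal keratin Krt17 (−1.0 ± 0.43), the basal cell receptor Ngfr (−0.37 ± 0.17), the mucin Muc5ac (0.67 ± 0.41) and the secretory cell enzyme Cyp2f2 (−0.49 ± 0.31), and none passed. The list's mean was 8.56 in control 1 and 7.53 to 7.86 in the other 7 arrays, and its call was lost without experimental 4 (adjusted p = 0.0508), control 1 (0.0563) or control 3 (0.0588). With the replicate block the 3 lists passed and the smooth muscle list did so too (geneSetTest, adjusted p = 0.0212, against 0.105 unpaired). In it 10 of 11 members were lower, among them Cnn1 (−0.31 ± 0.25), Synpo2 (−0.16 ± 0.14) and Des (−0.16 ± 0.16). Smtn was at 0.11 ± 0.12 (SE of the unpaired fit for all 4). Camera, run without the block and with the estimated correlation (0.54), gave the smooth muscle list an adjusted p = 0.990. That correlation includes the difference between numbers, so camera does not test the blocked call.

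For the other cell types a lung lobe holds, the set test gave an adjusted p of 0.0573 for endothelium (15 of 20 members higher, such as Cldn5 at 0.15 ± 0.08), 0.488 for mesenchyme, 0.350 for mesothelium, 0.803 for leukocytes, 0.286 for erythroid cells, 0.803 for ciliated cells, 0.993 for neuroendocrine cells, 0.606 for neurons and neural crest, 0.286 for AT1, 0.803 for AT2, 0.612 for the distal tip and 0.612 for pan-epithelial genes. The remaining lists, of ligands and receptors of the Fgf family, growth arrest, p53 targets, ribosomal proteins, tRNA synthetases, serine and one-carbon metabolism, nucleotide synthesis, the spliceosome, nuclear export, glycolysis, adhesion, immediate early and interferon genes, had adjusted p-values of 0.0751 to 0.993. The study's own epithelial and cell cycle genes, chosen by it on these samples and so no independent evidence of a direction, could be tested only for the members its text names. The epithelial genes were lower in 26 and higher in 17 of 43 (adjusted p = 0.815), and the cell cycle genes lower in 3 and higher in 5 of 8 (0.993).

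**Figure D2:**
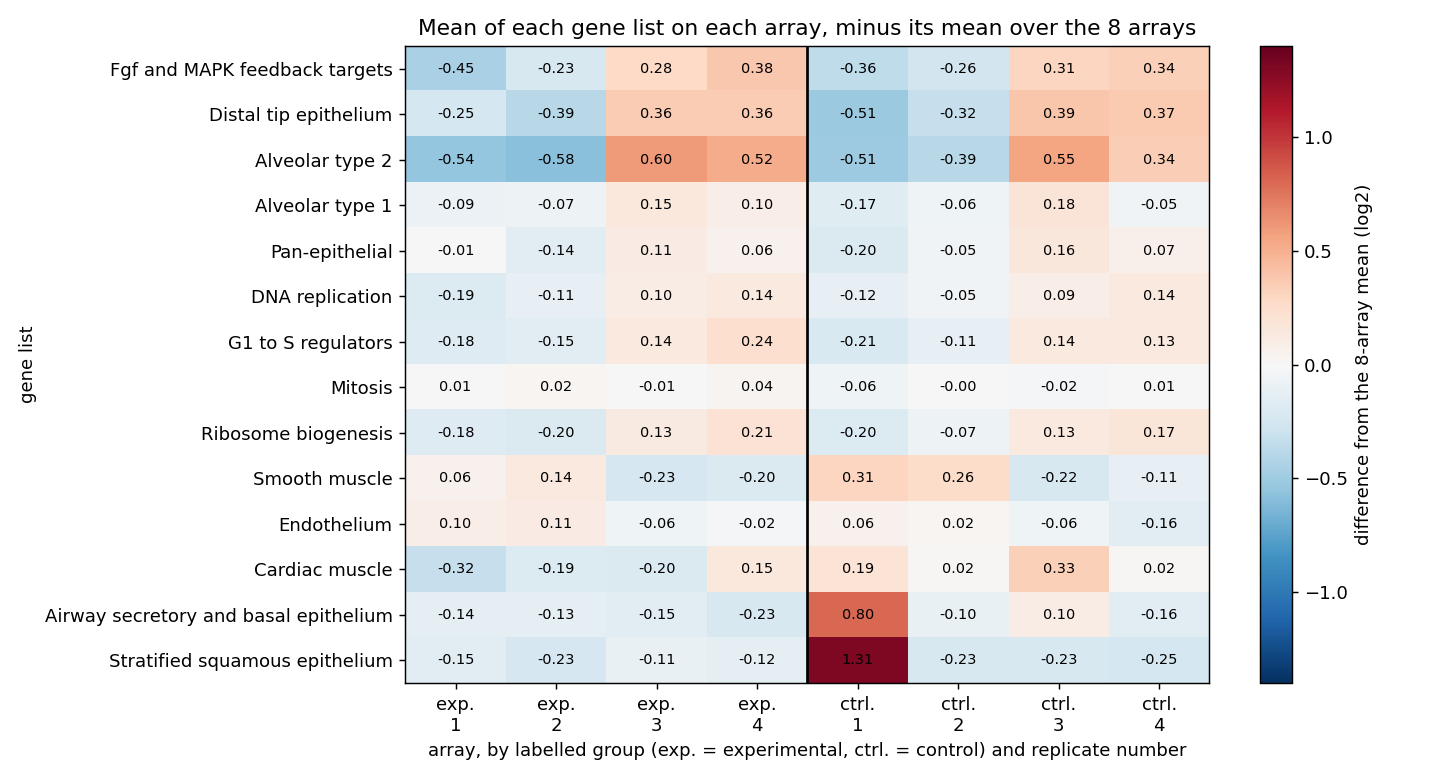
Mean log2 signal of 14 gene lists on each array, by labelled group and replicate number, minus the list's mean over the 8 arrays, given by colour and printed number; the stratified squamous list was written after the arrays were seen. AT2 genes lay at −0.54 and −0.58 in experimental 1 and 2, at −0.51 and −0.39 in control 1 and 2, and between 0.34 and 0.60 in the arrays numbered 3 and 4, whereas mitosis genes stayed between −0.06 and 0.04.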

Values the study reported

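For lungs examined 9 h after the injection, the study reported lower expression in experimental than in control lungs, by a log2 fold change of 1.87 for Etv4 and 2.83 for Etv5, and a log2 fold change of −1.98 for Sox9. It gave −0.51 for Shh, −0.87 for Gli1 and 0.58 for Fgf10. For the Wnt ligands it gave −1.04 for Wnt7a and −1.55 for Wnt7b. Of its top 100 genes by p-value, 77 were lower and 23 were higher in experimental lungs.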

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

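The test on squamous genes and the use of the airway list without control 1 to weigh explanations were chosen after the values were seen. A search for outlying arrays covered 80 values in groups of 4 arrays (34 panel genes, 4 relative scores, the pan-epithelial score and the mean correlation with other arrays, in each labelled group). In 2 of the 80 an array lay far from the other 3 of its group, and both times it was control 1. For independent, normally distributed values chance flags about 1 in 20, and 2 of 80 is not above that rate. The 80 values are not independent, and some step with the replicate number within a group, so the actual rate by chance is not known. Fgfr2 was 6.95 in control 1 against 7.67 to 7.81 in control 2 to 4. The airway score relative to the pan-epithelial list was −0.71 in control 1 against −1.95 to −1.76.

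The airway list lay lower in the arrays labelled experimental, and control 1 held its highest mean. The genes named in this paragraph were chosen after their values were seen. Krt5, a keratin of basal cells, was 8.66 in control 1 and 2.73 to 4.04 elsewhere. Stratified squamous tissue in that sample is a candidate explanation: of 15 squamous genes outside the airway list whose values had not been seen when the list was written, 8 were highest in control 1, among them Krt4 (5.96) and Sfn (10.10), where 1.88 would be expected if each array were equally likely, while the other 7 (Krt1, Sbsn, Ivl, Dsc3, Lgals7, Fat2 and Sprr1a) were not highest there. The list of 25 squamous genes is 1 of 4 lists of other tissues written after the arrays were seen, and 2 of its genes are also in the lists fixed beforehand. Most of the score difference rests on control 1, since it was −0.33 with that array and −0.05 without it. A smaller difference between the labelled groups that does not rest on control 1 stays open. Without control 1 the list's adjusted p was 0.0563 (0.0136 with it), and it was 0.00256 to 0.0588 without any 1 array (geneSetTest). With an estimated correlation camera gave an adjusted p of 0.990, as for every list (unadjusted p = 0.108).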

How the results depend on the processing

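Omission of both arrays of a number and the test of the replicate number were chosen after the data were seen. Between the labelled groups 0 genes passed at an adjusted p under 0.05 in every alternative with that threshold, and the count moved only at an unadjusted threshold, to 876 by limma and 788 by the methods' t-test. Unadjusted counts were 901 to 998 without 1 array and 616 to 1182 over the other fits of the same 24583 genes. The number of lists passing fell from 3 to 0 with an estimated correlation, to 0 with fry and to 0 without both arrays numbered 3, and ranged from 4 to 10 when 1 array was left out, an omission that leaves its replicate number in 1 labelled group alone. Over 756 list values under alternatives, 38 newly passed in the same direction, 17 no longer passed and 4 reversed. The reversals were all of the study's epithelial genes, which passed without each single array, lower or higher depending on the array, with adjusted p of 3.75e-05 to 0.0163 (0.0163 and 0.00333 without experimental 1 and 2, 0.00654 and 0.00934 without control 3 and 4 for those reversed). These p-values take the genes as independent, whereas their estimated correlation over all 8 arrays was 0.96, with an adjusted p of 0.990. Among those that newly passed without 1 array were DNA replication (lowest adjusted p 6.81e-05, highest 0.961) and ribosome biogenesis (5.37e-05 and 0.827), both lower, and at times endothelium, smooth muscle, nucleotide synthesis, tRNA synthetases, immediate early, adhesion, distal tip, mesenchyme and erythroid genes. With the replicate block only the smooth muscle list changed its call. The cardiac list ranged from 0.00456 to 0.0706, the cholesterol list from 5.37e-05 to 0.554 and the airway list from 0.00256 to 0.0588 without 1 array. Of 408 values of panel genes, 65 changed sign, in 22 genes, and 0 passed. Of 44 score values 11 changed sign, with a lowest exact p of 0.0857. Among the top 100 genes 44 to 63 were lower without 1 array. The 39 genes that differed between replicate numbers were 28 with the mean of probes, 46 without dim genes and 2 to 17 without 1 array, where a number is left with 1 array. Signal over background is not known per spot, so differences at dim spots are the least certain. The study's epithelial, DNA replication and ribosome biogenesis lists were lower in numbers 1 and 2 than in numbers 3 and 4 of both groups. Leaving out 1 array therefore shifts the mean of its labelled group toward that of the remaining numbers, without any difference between the labelled groups. The causes of the other shifts were not tested further.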

Other observations

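The tests of the replicate number, of the splits and of other tissues, and those that weigh explanations, were chosen after the data were seen, whereas the fits between the labelled groups, unpaired and blocked, were not. The replicate numbers of the titles, each shared by 1 array labelled experimental and 1 labelled control, separated genes that the labelled groups did not. In limma's moderated F test over the 4 numbers, 39 genes had an adjusted p under 0.05 and 2700 an unadjusted p under 0.05. Among 100 of the 105 ways to pair the 8 arrays, the highest count in any other pairing was 16. Genes of the sex chromosomes are among the 39. Same-numbered arrays share both their level and that of Etv5, so this comparison does not show a pairing by litter or day. The genes named next were chosen after their values were seen. Etv5 averaged 10.25, 10.50, 13.15 and 13.26 over the 2 arrays of numbers 1 to 4 (adjusted p = 0.00509), the surfactant protein Sftpa1 4.58, 4.48, 8.87 and 8.53 (adjusted p = 0.0132), the lipid transporter Abca3 9.49, 9.13, 11.15 and 11.02 (adjusted p = 0.0375), Lgi3 7.19, 7.67, 9.42 and 9.16 (adjusted p = 0.0116) and Id2 10.14, 9.78, 11.62 and 11.68 (adjusted p = 0.0479). Others ran the opposite way, such as Smoc2, a matricellular protein, at 12.64, 12.61, 10.65 and 10.71 (adjusted p = 0.0448), and Cym at 14.05, 14.00, 10.39 and 10.99 (adjusted p = 0.0116).

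By list, the median F of 14 of the 42 lists was above that of random lists of like brightness at an adjusted p under 0.05. These p-values take the genes of a list as independent. Fgf and MAPK feedback targets, AT2, distal tip, DNA replication, ribosome biogenesis and nucleotide synthesis genes each had an adjusted p of 6e-04, and the Bmp and Tgfb, smooth muscle and G1 to S lists 0.000764. Mesenchyme had 0.0140, nuclear export 0.0152 and Hedgehog 0.0459, and the study's 2 lists, which are not independent of these samples, also passed. Smooth muscle ran opposite to the AT2 list, with means of 10.32, 10.40, 10.02 and 10.06 in experimental 1 to 4 and 10.56, 10.51, 10.03 and 10.14 in control 1 to 4. Lists that did not pass included mitosis (adjusted p = 0.897), ribosomal proteins (1), pan-epithelial (0.717), endothelium (0.612) and airway genes (0.405). The transcripts of sex chromosomes also followed the number: Xist was 2.98 and 3.63 in experimental 1 and 3 and 3.48 and 3.39 in control 1 and 3, against 7.45 to 8.21 in the arrays numbered 2 and 4, so sex was balanced between the labelled groups.

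Fgf targets and distal epithelial genes thus shared values between arrays of one replicate number, not of one labelled group. A processing batch that acts without regard to gene function does not predict that the Fgf target, AT2 and distal tip lists exceed random lists. Each exceeded all of 10000 (permutation p = 1e-04, the smallest they can give). Genes of random lists vary on their own, whereas these lists had estimated correlations of 0.23, 0.25 and 0.56. Those come from a fit without the replicate number, so the step between numbers is part of them. They cannot tell how far the p overstates the case against such a batch, which is not excluded. An exchange of labels between 2 experimental and 2 control arrays, or value columns out of step with the titles, would give the pattern. Either would also account for the match with the study's values given below. A batch or litters, with the titles right, would not. The split of the arrays with the most genes passing, numbers 1 and 2 against 3 and 4, mixes 2 arrays of each label on either side. It gave 269 genes where the labelled split gave 0. That count restates the pattern, and litters or days that follow the number would give it too. Litters or days that differ in Fgf signaling and follow the number, with little effect of the soluble receptor, were not excluded by a test on these arrays alone, because no label gives a litter and Etv5 differed by at most 0.33 within a number, but the comparison with the study's values below speaks for titles or columns out of step with the groups that the study compared. Exchanged labels would make arrays numbered 1 and 2 alike across the labelled groups, and likewise those numbered 3 and 4. They would not by themselves single out the array of the same number. Sex-linked transcripts, which part numbers 1 and 3 from 2 and 4, also follow the number. The effect of the soluble receptor was not estimated here, because groups were taken from the titles alone.

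Chance cannot be excluded for the counts of genes at an unadjusted threshold, of lists and of the top 100 between the labelled groups. Of the 35 splits of the 8 arrays into 4 and 4, 35 gave as many genes as the labelled one at the unadjusted threshold (876, with 3505 the highest of the others). At the adjusted threshold the labelled count was 0 (269 the highest), which every split reaches, so that comparison decides nothing. As many lists passed in 22 splits (3, with 19 the highest), and as uneven a top 100 appeared in 23 (54 on the larger side, with 76 the highest). A split that calls this many genes points to a structure of the samples. The 8 splits that part all 4 pairs of same-numbered arrays, the labelled one included, gave 876 to 1111 genes at the unadjusted threshold, with the labelled one lowest, and 0 to 3 lists, with the labelled one highest and 2 the highest of the others. With 8 such splits a share under 0.05 cannot be reached.

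Between the labelled groups the log2 difference was −0.30 for Etv4, 0.03 for Etv5, −0.33 for Sox9, 0.18 for Shh, 0.05 for Gli1, 0.11 for Fgf10, 0.12 for Wnt7a and 0.08 for Wnt7b. The sizes are smaller than the values quoted from the study above, and Etv5, Shh, Gli1, Wnt7a and Wnt7b have the other sign. In the top 100 genes, 46 were higher in the arrays labelled experimental. That is more than the number quoted from the study above. The 95% interval of Etv5 reached −2.22, of Etv4 −1.83, of Sox9 −1.94, of Shh −0.30, of Gli1 −0.68, of Wnt7a −0.76 and of Wnt7b −1.19, each short of the quoted value, and that of Fgf10 reached 0.63. With the replicate block the bounds were −0.27 for Etv5, −0.70 for Etv4, −0.62 for Sox9 and 0.35 for Fgf10. The block takes up every difference between replicate numbers, so these bounds say nothing about a contrast that follows the number.

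Read by replicate number, the signals give another picture. The means of numbers 1 to 4 were 7.27, 7.73, 9.38 and 9.36 for Etv4, 6.22, 6.52, 8.59 and 8.12 for Sox9, 9.67, 9.59, 10.15 and 10.13 for Shh, 10.35, 10.21, 11.04 and 11.25 for Gli1, 9.74, 9.60, 8.99 and 9.19 for Fgf10, 5.28, 5.62, 6.53 and 6.47 for Wnt7a and 8.25, 8.58, 9.98 and 9.96 for Wnt7b, and those of Etv5 are given above. For each of these 8 genes, the step between numbers 1 and 2 and numbers 3 and 4 equals the value quoted from the study above or differs only in the last digit, and the top 100 of that split is about as uneven (76 on the larger side). The gap from the study thus lies in which arrays the titles place in each group, not in the signals. By quantitative PCR on RNA of lungs at this time the study also describes less Etv5, Sox9 and Sftpc in experimental lungs, and by staining less Ki67, neither of which is among the data used here. From its arrays it further reports a significant fall of AT2 marker genes with little change in AT1 genes. Ribosome biogenesis, DNA replication and cell cycle are among its top pathways. Between the labelled groups here, the AT2, DNA replication and ribosome biogenesis lists, whose members may differ from the study's sets, did not pass (geneSetTest, adjusted p = 0.803, 0.105 and 0.350). Relative to their means over the 8 arrays, AT2 genes lay at −0.58 to −0.39 in numbers 1 and 2 and at 0.34 to 0.60 in numbers 3 and 4. DNA replication genes lay at −0.19 to −0.05 and 0.09 to 0.14, and ribosome biogenesis genes at −0.20 to −0.07 and 0.13 to 0.21. AT1 genes moved less than AT2 genes, at −0.17 to −0.06 and −0.05 to 0.18.

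Genes of hepatocytes were on average 0.78 higher in experimental 1 and 0.36 higher in experimental 4 than on the other arrays, with Afp at 7.98 and Alb at 6.77 in experimental 1 (genes chosen after their values were seen). Of the 16 of these genes not seen before the list was written, 5 were highest in experimental 1 and 4 in experimental 4, where 2 would be expected in each array by chance. Skeletal muscle genes were 0.41 higher in experimental 4 than on the other arrays, and gut and pancreas genes 0.38 higher in control 1 and 0.25 higher in experimental 1.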
